A study of Mus musculus with 8 samples.

How the data were processed

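RNA was measured in 8 samples of sorted mouse T cells, 4 from NOD hosts and 4 from B16A hosts. Per the labels' protocols, RNA from the sorted cells was amplified with the SeqPlex kit and sequenced as single reads of 50 bases. The values used here are the raw read counts per gene that the authors deposited as 1 table of the whole series, whole numbers that are not normalized. STAR, HTSeq, DESeq2 and the mouse build mm10 are named in the submitters' processing notes. Their versions and settings, the gene annotation and the use of strand are not given in the sources used here. The table held 46625 gene names and no row that names no gene. Because the counting is not described, genes with near-identical copies, such as ribosomal protein genes and their pseudogenes, and genes that overlap an antisense partner are uncertain: reads could have been split between them or left out.

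Each sample was placed in its group by its label. The labels also give a batch number, 1 to 4, with 1 library of each host in each batch. The labels do not say whether samples of a group came from separate animals, so p-values measure the spread between these samples, which may be partly technical. The Y-linked gene Kdm5d stood at 0.516 and 0.152 CPM in the batch 1 libraries and at 78.8 to 107 CPM elsewhere. The batch 1 cells therefore came from other animals than the rest. For batches 2 to 4 the question stays open. The batch numbers pair the samples because the labels call them batches. As a check, deviations from the group means were correlated across genes between the NOD and B16A libraries of the same batch, with r = 0.625, 0.702, 0.611 and 0.906 for batches 1 to 4. The NOD library of batch 2 correlated better with the B16A library of batch 3 (r = 0.741) than with its own partner. Libraries of different batches among batches 1 to 3 reached r = 0.465 to 0.741, because batch 4 dominates the deviations, so the check tells partners apart in batch 4 and hardly in the others. These correlations are across genes, which are not independent replicates. No pair of libraries agreed within sampling noise: the smallest chi-square per degree of freedom between any pair was 7.04.

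Counts were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test (glmQLFit with robust estimation, glmQLFTest) after the filterByExpr filter on group and TMM normalization. The filter left 14607 genes and removed 32018. The Benjamini-Hochberg adjustment ran over all tested genes with a threshold of 0.05. The fit chosen before the data were examined compared 4 with 4 libraries with no batch term. The fit with batch as a term was set at the same time and is given beside a result where it changes a call. After the data were seen, both batch 4 libraries were left out, with and without the batch term, because they differ from the other 6 in depth and composition. That fit tested 15716 genes. Standard errors of fold changes were derived from the quasi-likelihood F statistic. CPM values are counts scaled to TMM-adjusted library sizes, and log2 CPM has a prior count of 2. Within-batch ratios are the differences of log2 CPM, NOD minus B16A host.

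Fixed before the data were examined were 17 lists of genes with a shared function, 12 marker lists of cell types and a list of sex-linked genes used as a check. The lists hold 490 genes, 16 of them in more than 1 list. Lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01 between genes, adjusted over the lists of each kind, and again with an estimated correlation and with the fry rotation test. Camera compares a list with all other genes. Fry asks if a list's genes move, on balance, one way. Member counts are given over all tested genes and adjusted over the list alone. The mean log2 CPM of each list's members per library was compared with an exact two-sided permutation test over 70 label arrangements, whose smallest possible p is 0.0286. Library totals, detected genes and composition were compared with the same exact test.

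Named genes were chosen by a rule fixed before the data were examined. It takes up to 10 genes per direction with an adjusted p under 0.05, a mean of at least 4 CPM and the same direction in all 4 batches. A direction with fewer is filled to 10 from the fit with the batch term and then by the smallest unadjusted p of the fit without it. Immunoglobulin and T cell receptor variable segments and unnamed gene models could be passed over, which took 0 genes in the higher direction and 1 in the lower. Of each list, up to 4 members past the threshold or else the 2 with the smallest p are named, and 10 T cell genes were always checked. Genes named because they were called in batches 1 to 3 or by another tool were chosen after their values were seen.

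Gene names were matched to the GENCODE vM21 annotation of GRCm38, the assembly that mm10 denotes, which gave 41962 of 46625 names a position, length and GC content, and 13680 of the 14607 tested genes (93.7%). Each library's trend of log2 CPM with length and GC was removed with lowess (span 0.3) as an offset in an added fit. Also set before the data were examined were DESeq2 size factors and upper-quartile factors in edgeR, no filter beyond a total count of 1, a filter of 1 CPM in 4 libraries, each library left out in turn, DESeq2 1.42.0 with and without the batch term, and limma voom with sample quality weights. In all 26 gene-level fits were run: the chosen one, 16 others set before the data were examined and 9 added after the data were seen. The 9 were batch 4 left out with and without the batch term, batch 1, 2 or 3 left out, batches 3 and 4 left out, the length and GC correction with all batches and with batches 1 to 3, and limma voom with the batch term. Of the 26 fits 5 called any gene, and 4 of those 5 were among the added ones. Figures were drawn with matplotlib 3.10.9.

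The fits were tested on simulated counts drawn from the real means and library sizes, with 100 genes changed 2-fold and 100 changed 4-fold. For NOD against B16A hosts over all 4 batches and 14607 genes, the fit without a batch term called 0% of the genes of either size. With the batch term it called 46% of the 2-fold and 75% of the 4-fold genes, with 12 false calls. For batches 1 to 3 and 15716 genes, the fit with the batch term called 46% and 73%, with 5 false calls, and the fit without it 12% and 53%. A count of 0 calls from the fit without a batch term therefore has little weight at this sample size and spread. Each library's depth sets its precision: 3 counts, taken as the detection floor, are 0.561 CPM in the shallowest library (4896593 counts) and 0.134 CPM in the deepest (28301805). Reads carry no molecular identifiers, so this floor covers counting error only.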

Results

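The series measured gene expression in 8F10 T cells, CD4 T cells with a T cell receptor specific for an insulin peptide. Bone marrow stem cells of 8F10 donors, depleted of mature lymphocytes, were given to irradiated hosts. NOD hosts make native insulin, and B16A hosts are NOD mice whose insulin carries a changed residue in the B chain. At 6 weeks the T cells that had developed were sorted from the inguinal lymph nodes, which do not drain the pancreas. The comparison asks how these cells differ between hosts with and without native insulin. Each host group had 4 libraries, 1 of each group in each of 4 batches. Total counts were 5671420, 4896593, 6137666 and 28301805 in NOD hosts (batches 1 to 4) and 6129192, 6031195, 5795202 and 28094237 in B16A hosts.

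The libraries carried the transcripts of CD4 T cells in both hosts. Cd4, the co-receptor of helper T cells, stood at 1035 ± 104 CPM in NOD hosts and 1037 ± 230 CPM in B16A hosts (SD, n = 4 each). Cd3e, a chain of the T cell receptor complex, stood at 2153 ± 1400 and 1596 ± 636 CPM, and Trbc1, a constant segment of the receptor's beta chain, at 2361 ± 855 and 1675 ± 562 CPM. Cd8a, the co-receptor of cytotoxic T cells, stood at 1.95 ± 1.33 and 1.97 ± 1.13 CPM.

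Both batch 4 libraries stood apart from the other 6. They detected 19751 and 20723 genes, against 29729 to 33175 in batches 1 to 3, although they were sequenced more deeply. Gm10800, a gene model that took 5.87% to 17.1% of the counts in batches 1 to 3, took 0.00205% and 0.00469% in batch 4. Rn7sk, a nuclear non-coding RNA, took 0.675% to 1.65% of the counts in batches 1 to 3 and 0.000396% and 0.000541% in batch 4. Actb, the cytoskeletal beta-actin gene, took 0.773% to 1.51% in batches 1 to 3 and 8.98% and 8.33% in batch 4. Cd69, an activation marker, stood at 88.2 to 357 CPM in batches 1 to 3 and at 4781 and 3734 CPM in batch 4. The first principal component of log2 CPM held 83.8% of the variance and separated batch 4 from the others. The hosts did not differ by more than the spread between libraries in total counts, detected genes, the share of the 10 most abundant genes or the mitochondrial share (exact two-sided permutation test, p = 0.743, 0.886, 0.486 and 0.686, n = 4 each). The sex-linked genes also followed the batch and not the host. Xist, expressed from the inactive X chromosome, stood at 1040 and 1210 CPM in batch 1 and at 0.314 to 33.7 CPM elsewhere. The Y-linked gene Kdm5d stood at 0.516 and 0.152 CPM in batch 1 and at 78.8 to 107 CPM elsewhere.

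**Figure D1:**
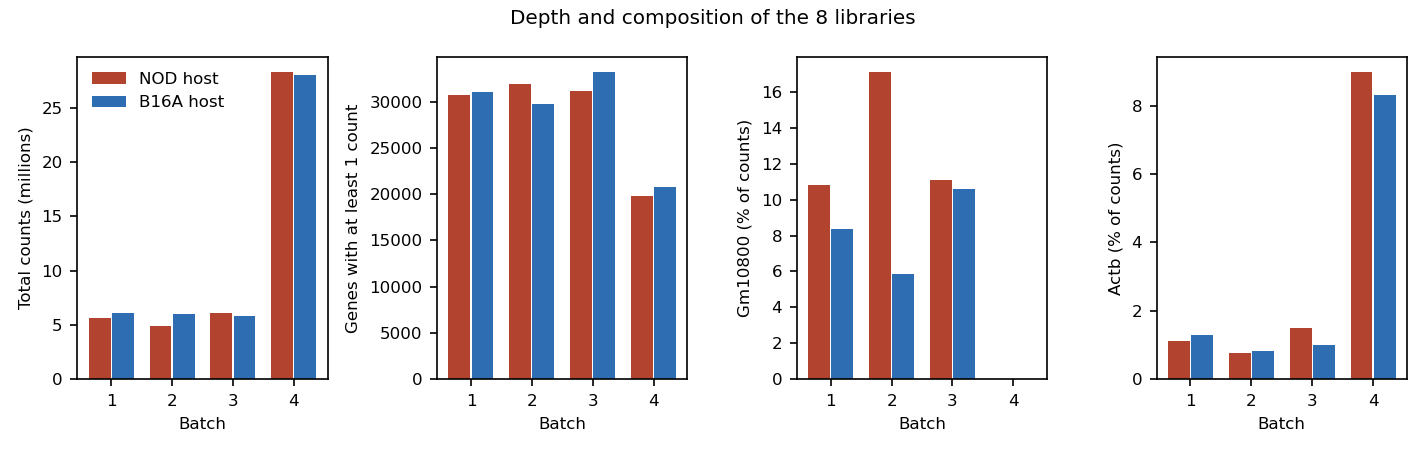
Total counts, genes with at least 1 count, and the percent of counts on Gm10800 and on Actb for each of the 8 libraries, by batch (1 bar per library, red NOD host, blue B16A host, no error bars as each bar is 1 library). The batch 4 libraries hold 28301805 and 28094237 counts and the fewest detected genes, 19751 and 20723.

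No gene differed between NOD and B16A hosts after adjustment when the 8 libraries were compared without a batch term. Among the genes with the smallest unadjusted p, Banp and Arntl had 1 direction in every batch, which the rule for naming genes required. Banp, a nuclear matrix protein gene, stood at 71.6 ± 4.00 CPM in NOD and 41.8 ± 6.89 CPM in B16A hosts (SD, n = 4 each), a log2 fold change of 0.78 with a standard error of 0.23 (edgeR quasi-likelihood, unadjusted p = 0.00898, adjusted p = 0.9999). Arntl, a core transcription factor of the circadian clock, stood at 16.5 ± 0.946 against 29.5 ± 6.07 CPM, a log2 fold change of -0.84 with a standard error of 0.25 (edgeR, unadjusted p = 0.00922, adjusted p = 0.9999). The edgeR test without a batch term called 0 of 14607 genes in either direction, with 34 genes at an unadjusted p under 0.05 where 730 are expected by chance. When the batch was added as a term edgeR also called 0 genes, with 857 at an unadjusted p under 0.05 (519 higher and 338 lower in NOD hosts) and a smallest adjusted p of 0.683. DESeq2 called 0 genes without the batch term, and 23 higher and 4 lower with it. Limma voom with quality weights called 0 genes without the batch term, and 6 higher and 1 lower with it.

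The 20 genes named by the rule did not pass, and their values are as follows. Higher in the NOD library in each of the 4 batches were Palmd (log2 fold change 1.12), Banp, Mrps6 (0.87), Chordc1 (0.85), Zfp563 (1.44), Wrb (0.89), Cox7a2l (0.79), Xpnpep1 (0.68), Tctn3 (1.21) and Paqr7 (0.87). Lower in each batch were Prepl (-0.98), Arntl, Cmpk2 (-1.92), Elovl6 (-0.92), AI606181 (-0.94), Parp12 (-1.06), Tnfrsf1b (-1.03), Ifitm10 (-0.98), Elp4 (-0.93) and Rnf213 (-1.28). Their standard errors ran from 0.23 (Banp) to 0.60 (Cmpk2), and every adjusted p was 0.9999 in edgeR. Chordc1 codes for a partner of the chaperone Hsp90 and lies on chromosome 9 (18292125 to 18317442, mm10). It stood at 166 ± 53.8 CPM in NOD and 92.1 ± 26.1 CPM in B16A hosts. Cox7a2l, a factor for the assembly of respiratory chain supercomplexes on chromosome 17 (83501918 to 83517330), stood at 338 ± 103 and 195 ± 52.7 CPM. Cmpk2, an interferon-induced mitochondrial nucleotide kinase on chromosome 12 (26469204 to 26479837), stood at 4.17 ± 1.63 and 16 ± 13.7 CPM. Tnfrsf1b, the type 2 receptor of tumor necrosis factor on chromosome 4 (145213463 to 145246870), stood at 14.7 ± 4.84 and 30.2 ± 11 CPM. DESeq2 with the batch term called Chordc1 (adjusted p = 0.00397), Cox7a2l (adjusted p = 0.00397) and Banp (adjusted p = 0.0103).

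Within batches 1 to 3, and with the batch as a term, single genes passed the threshold, among them 6 ribosomal protein genes and Il7r, higher in NOD hosts, and interferon-induced genes such as Cmpk2 and Rtp4, lower. No function list passed in this fit with an estimated correlation (camera, lowest adjusted p = 0.792). This fit was chosen after the data were seen, and it leaves 2 residual degrees of freedom. The edgeR test called 25 genes higher and 7 lower of 15716, and without the batch term it called 0, with 704 at an unadjusted p under 0.05. Il7r, the receptor for the survival cytokine IL-7, rose by a log2 fold change of 0.86 with a standard error of 0.15 (edgeR, adjusted p = 0.00371), with within-batch log2 ratios of 0.53, 0.89 and 1.17 in batches 1 to 3 and -0.57 in batch 4. The ribosomal protein genes Rps10 (1.17), Rpl39 (1.04), Rpl11 (0.97), Rpl26 (0.78), Rps24 (0.77) and Rplp1 (0.70) rose. So did Cox7a2l (0.95), Ndufa13 (0.73) and Atp5e (0.94) of the respiratory chain and ATP synthase. Others that rose were the proteasome subunit gene Psmb1 (1.00), Chordc1 (1.00), the small GTPase gene Rras2 (1.01), the PI3 kinase inhibitor gene Pik3ip1 (0.68) and Trbc1 (0.69). Cmpk2 (-2.14), Mx2 (-2.19) and Rtp4 (-1.10), all induced by interferon, fell, as did the death ligand gene Tnfsf10 (-1.19), Tnfrsf1b (-1.12), Bcl9l (-0.82) and Smad7 (-0.72), an inhibitor of TGF-beta signalling (edgeR, adjusted p from 0.000235 for Rps10 to 0.0481 for Oaz1). Of the 25 higher genes 14 had the same direction in batch 4, and of the 7 lower genes 4 did. Rps10 and Rpl39 share near-identical copies with pseudogenes, and 3 of the 32 calls are annotated as pseudogenes: Gm11942, Gm10263 and Mx2, the last as a polymorphic one. DESeq2 with all 4 batches and the batch term called 27 genes, 14 of them among these 32, and 7 genes were called by both and by limma voom with the batch term. Called by DESeq2 alone and in 1 direction in all 4 batches were, among others, Tsc22d3, a glucocorticoid-induced gene (log2 fold change 0.95, standard error 0.20, adjusted p = 0.00397), Dusp2, a phosphatase of activated T cells (0.86, standard error 0.23, adjusted p = 0.0305), and Rara, a retinoic acid receptor (-0.59, standard error 0.17, adjusted p = 0.0496).

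**Figure D2:**
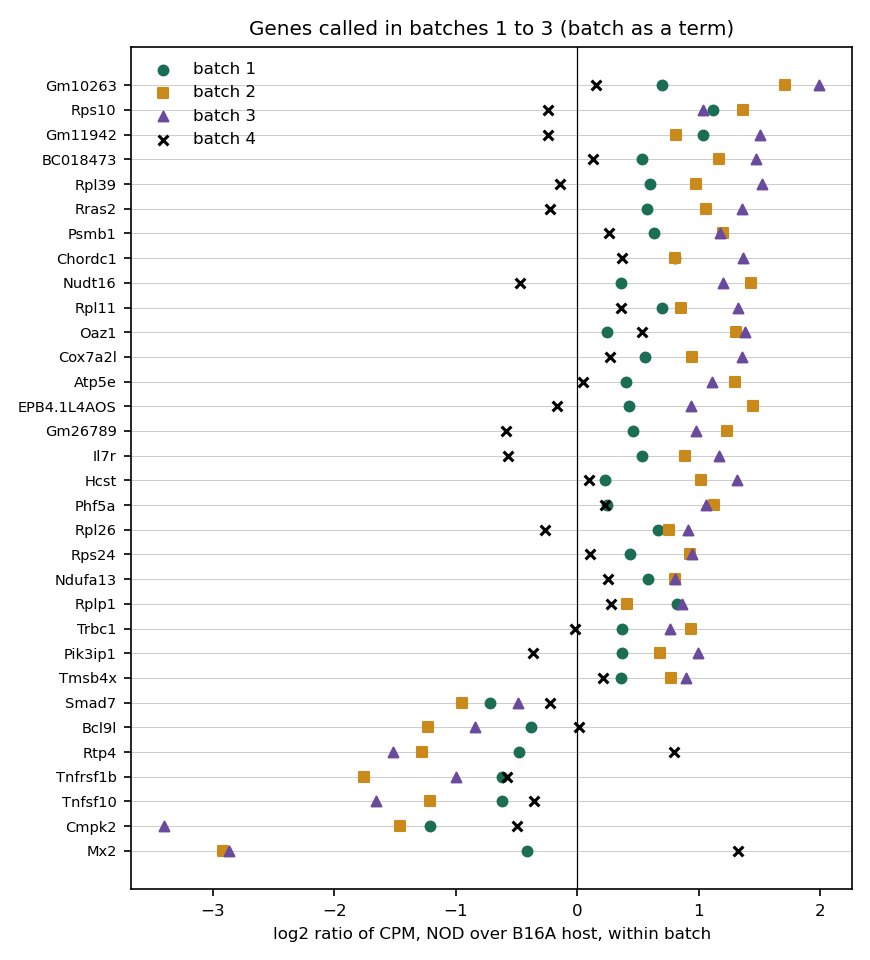
Within-batch log2 ratios of CPM, NOD over B16A host, for the 32 genes that edgeR called in batches 1 to 3 with batch as a term. Each marker is the ratio of 1 pair of libraries, so it has no error bar: circles, squares and triangles stand for batches 1, 2 and 3, and crosses for batch 4, which was not used for the calls. Of the 25 genes higher in NOD hosts 14 are also above 0 in batch 4, and of the 7 lower genes 4 are also below 0.

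Genes induced by type I interferon were lower in NOD hosts as a group. Of the 21 measured members 19 had a negative fold change, with a median log2 fold change of -0.47 (camera with the preset correlation, adjusted p = 1.60e-15; adjusted p = 0.383 with an estimated correlation). In the fit with the batch term all 21 were negative with a median of -0.54. Mx1, an antiviral GTPase, stood at 1.29 ± 0.693 CPM in NOD and 10.2 ± 12.0 CPM in B16A hosts (SD, n = 4 each), a log2 fold change of -2.99 with a standard error of 0.94. Rsad2, the antiviral enzyme viperin, stood at 5.32 ± 1.83 and 30.8 ± 37.8 CPM (-2.53, standard error 0.84). Neither passed (edgeR, adjusted p = 0.9999), and 0 members were called over all genes or adjusted over the list alone. In batches 1 to 3 with the batch term, 2 members fell over all genes, Mx2 and Rtp4, and 10 fell adjusted over the list alone. For the list as a whole the difference lay in batches 2 and 3. In batches 1 to 4, 11, 21, 21 and 5 of the 21 members were lower in the NOD library, with median log2 ratios of -0.00, -0.75, -1.51 and 0.24. Mx1 and Rsad2 were among the 5 lower members in batch 4 (-2.21 and -0.89). Rsad2 stood at 5.79, 18.7, 86.9 and 11.8 CPM in the B16A libraries of batches 1 to 4, against 2.61 to 6.54 CPM in the 4 NOD libraries. Without B16A replicate 3 the median was -0.23 and without NOD replicate 4 it was -1.44. With batch 3 left out and the batch term it was -0.20 (camera adjusted p = 0.0147). The list's mean log2 CPM did not differ between hosts by more than the spread between libraries (4.743 ± 0.614 and 5.501 ± 0.739, exact permutation test, p = 0.171, adjusted p = 0.971). That test arranges labels over all 8 libraries, so differences between batches enter its spread. Within batches 1 to 4 the mean differed by -0.003, -0.96, -2.06 and -0.01, NOD minus B16A host.

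**Figure D3:**
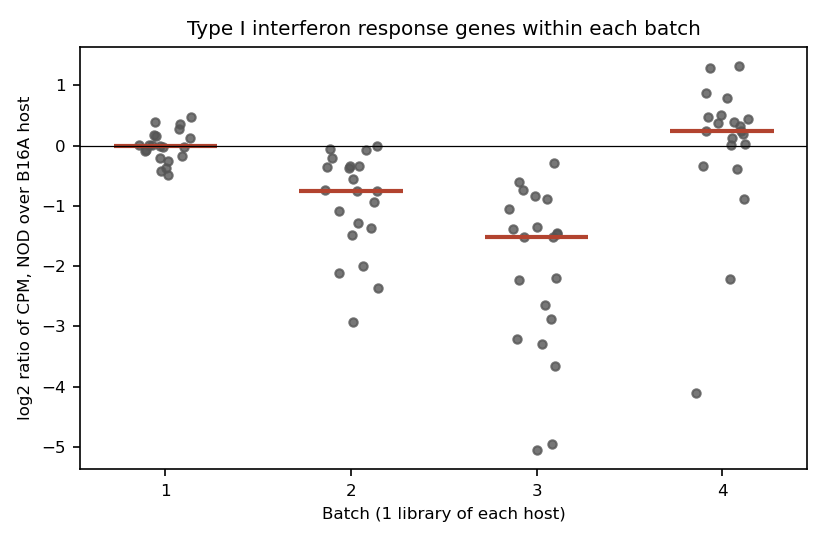
Log2 ratio of CPM, NOD over B16A host, of the 21 measured type I interferon response genes within each batch (grey points, 1 gene each, jittered sideways; red line, median over genes; each batch holds 1 library of each host). The medians are -0.00, -0.75, -1.51 and 0.24 in batches 1 to 4.

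Cytosolic ribosomal protein genes were higher in NOD hosts as a group, by a small amount. Of 67 members 60 had a positive fold change, with a median log2 fold change of 0.23 (camera, adjusted p = 0.000180; adjusted p = 0.729 with an estimated correlation). In batches 1 to 4 the NOD library was higher for 47, 37, 56 and 45 of them. Rpl11 stood at 26.4 ± 11.5 CPM in NOD and 14.5 ± 4.29 CPM in B16A hosts (SD, n = 4 each), and Rpl21 at 19.4 ± 8.48 and 12.6 ± 2.49 CPM; neither passed (edgeR, adjusted p = 0.9999). No member was called over all genes or adjusted over the list alone. The median was 0.27 with the batch term and 4 members passed adjusted over the list alone. Genes of oxidative phosphorylation had a median of 0.17 over 30 members (camera, adjusted p = 0.114), which passed with the batch term (0.22, adjusted p = 1.91e-05; adjusted p = 0.544 with an estimated correlation). It also passed without the batch term with upper-quartile factors (0.15, adjusted p = 0.0460) and with batch 4 left out (0.27, adjusted p = 0.00143, or 0.762 with an estimated correlation). Sdha and Ndufb8, its members with the smallest p, had log2 fold changes of 0.40 and 0.31 with standard errors of 0.66 and 0.53. Within batches 1 to 4, 17, 19, 27 and 20 of the 30 members were higher in the NOD library. Batch 3 weighed on both lists: with it left out and the batch term, the ribosomal median was 0.15 (adjusted p = 0.00242) and that of oxidative phosphorylation 0.13 (adjusted p = 0.1). With all batches and the batch term 3 members of the latter passed adjusted over the list alone. The fit without a batch term hung on single libraries. Without NOD replicate 4 the ribosomal median was -0.74, which passed in the other direction (camera, adjusted p = 0.00056). Without B16A replicate 4 it was 1.15, which also passed, and either fit keeps batch 4 in 1 host only. Without B16A replicates 1, 2 and 3 in turn it was 0.08, -0.02 and 0.04 and did not pass, and without NOD replicate 2 it was 0.51. The call was also lost without a filter on low counts (0.21, adjusted p = 0.0534). For oxidative phosphorylation the median passed at -0.86 without NOD replicate 4, at 1.42 without B16A replicate 4 and at 0.43, 0.51 and 0.34 without NOD replicates 1, 2 and 3 in turn, and it was -0.13 without B16A replicate 2.

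Cholesterol synthesis genes were higher in NOD hosts by the preset test, with a median log2 fold change of 0.15 over 18 members (camera, adjusted p = 0.0113; adjusted p = 0.383 with an estimated correlation). Cyp51 and Mvk, enzymes of the pathway, had log2 fold changes of 0.42 and 0.56 with standard errors of 0.31 and 0.42. The median log2 ratio was -0.02, 0.03, 0.22 and 0.63 in batches 1 to 4. The call was lost with batch 4 left out (0.07 with the batch term, adjusted p = 0.613), without NOD replicate 4 (0.00), without B16A replicate 3 (0.12), with batch 3 left out and the batch term (0.18, adjusted p = 0.1) and without a filter on low counts (0.17, adjusted p = 0.275). With the batch term 1 member passed adjusted over the list alone. The Th17 list passed with 6 members and a median of 0.60 (camera, adjusted p = 0.0479; adjusted p = 0.502 with an estimated correlation). Its members went both ways, 4 higher and 2 lower, and Rora, a nuclear receptor gene, stood at 34.6 ± 7.17 CPM in NOD and 45.6 ± 7.22 CPM in B16A hosts (log2 fold change -0.40, standard error 0.26). That call was lost with the batch term (0.70, adjusted p = 0.202) and with every library left out in turn except NOD replicate 3 and B16A replicate 2. It was also lost with DESeq2 size factors or upper-quartile factors (adjusted p = 0.0699 and 0.0703), without a filter on low counts (0.275) and with a filter of 1 CPM (0.168). Genes of naive and quiescent T cells had a median of -0.07 over 17 members (camera, adjusted p = 0.114). They were lower in NOD hosts as a group with the batch term (median -0.16, camera adjusted p = 0.0328, or 0.544 with an estimated correlation). Without that term they passed when NOD replicate 4 (-0.30) or both batch 4 libraries (-0.18, adjusted p = 0.0157) were left out. For the latter fit camera gave an adjusted p of 0.762 with an estimated correlation. The call with the batch term held with batch 4 (-0.20, adjusted p = 0.00696), batch 3 (-0.14, adjusted p = 0.0207) or both (-0.26, adjusted p = 0.000173) left out and was lost with batch 1 or batch 2 left out (adjusted p = 0.114 and 0.560). Foxo1, a transcription factor that keeps T cells quiescent, stood at 668 ± 81.5 CPM in NOD and 865 ± 158 CPM in B16A hosts, with within-batch log2 ratios of -0.44, -0.50, -0.27 and -0.23. It did not pass with the batch term (edgeR, log2 fold change -0.36, standard error 0.13, adjusted p = 0.762). Il7r, a member of the same list, went the other way in batches 1 to 3.

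In all, 4 of the 17 function lists passed with the preset correlation without a batch term and 5 with it, and 0 passed with an estimated correlation or by fry. Without the batch term the lowest adjusted p was 0.383 with an estimated correlation and 0.737 by fry, and with it 0.544 and 0.452. At an unadjusted p under 0.05 without the batch term stood 1 list in each, the interferon list with an estimated correlation and the anergy list by fry. With all 4 batches no member of any list was called by edgeR over all genes, and 0 members passed adjusted over the list alone without a batch term, against 15 with it. In batches 1 to 3 with the batch term 48 passed adjusted over the list alone, and over all genes 6 ribosomal members, 2 interferon members, Il7r and Trbc1 did.

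The lists of genes of recent antigen encounter and of anergy did not pass, while single members did in some fits. The list of early genes induced through the T cell receptor had a median log2 fold change of -0.14 over 18 members (camera, adjusted p = 0.665). Its sign also hung on single libraries. The median ran from -0.33 without NOD replicate 4 (camera, adjusted p = 0.0559) to 0.34 without B16A replicate 4 (adjusted p = 0.528). Either fit keeps batch 4 in 1 host only, which sets the batch difference against the hosts. The median was 0.02 without NOD replicate 3 and 0.01 without B16A replicate 1. With the batch term and whole batches left out, it ran from -0.115 (batch 1) to 0.00148 (batch 3). Nr4a1, which rises within hours of receptor signalling, stood at 85.7 ± 97.0 CPM in NOD and 69.6 ± 57.4 CPM in B16A hosts, and Nr4a3 at 31.1 ± 22.3 and 48.3 ± 29.3 CPM (SD, n = 4 each). Nr4a3 was lower in the NOD library in each batch (log2 ratios -0.17, -0.94, -1.41 and -0.65) and did not pass over all genes (edgeR with the batch term, adjusted p = 0.683). Dusp2, the member of the list that DESeq2 called with the batch term, was higher in each batch (0.21, 1.17, 1.69 and 0.37). Adjusted over the list alone, edgeR with the batch term passed 1 member higher and 1 lower, and 1 and 3 in batches 1 to 3. Cd69 stood at 1320 ± 2310 and 1071 ± 1780 CPM, with within-batch log2 ratios between hosts that averaged 0.05 ± 0.29. The list of anergy genes and inhibitory receptors had a median of 0.12 over 13 members (adjusted p = 0.0906). Its sign hung on single libraries: the median ran from -0.06 without NOD replicate 1 to 0.24 without B16A replicate 4. It was also below 0 without NOD replicate 2 (-0.02), NOD replicate 4 (-0.03) or B16A replicate 3 (-0.02). With batch 1 left out and the batch term the list's median was -0.10. Its members Ndrg1, a factor of T cell anergy, and Izumo1r, the folate receptor 4 of anergic and regulatory T cells, were higher in the NOD library in each of 4 batches. They stood at 21.1 ± 9.11 against 11.3 ± 5 CPM and 21.8 ± 14.6 against 12.2 ± 2.89 CPM and did not pass (edgeR, adjusted p = 0.9999; 0.725 and 0.811 with the batch term). Pdcd1 (1.26 ± 0.660 and 2.33 ± 2.41 CPM) and Ifng (0.298 ± 0.249 and 0.594 ± 0.626 CPM) were too low to be tested. Cd44, a marker of experienced T cells, stood at 109 ± 15.7 and 110 ± 44.9 CPM.

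Among the lists that did not pass, the effector and memory list was the only one whose mean log2 CPM separated the hosts completely. It was 4.34 ± 0.0648 in NOD and 4.10 ± 0.0853 in B16A hosts (SD, n = 4 each), with differences of 0.20, 0.17, 0.33 and 0.24 in batches 1 to 4. The exact permutation test gave p = 0.0286 (adjusted p = 0.486 over 17 lists). That is the smallest p possible over its 70 arrangements, which do not keep the batch pairs. Camera gave the list a median of 0.21 over 16 members (adjusted p = 0.114), and it passed only with batch 2 left out and the batch term (0.23, adjusted p = 0.0319). Leaving out single libraries, its median stayed above 0 and ran from 0.05 (NOD replicate 4) to 0.25 (B16A replicate 4). Without NOD replicate 4 the test pointed down (camera, adjusted p = 0.925). Without B16A replicate 1 the median was 0.09 (adjusted p = 0.845). Anxa2, a membrane-binding annexin, stood at 6.77 ± 2.62 and 4.30 ± 1.07 CPM and Prdm1, a transcription factor of effector cells, at 16 ± 2.44 and 13.8 ± 2.58 CPM; neither passed. The other lists had medians of 0.04 for follicular helper cells (camera, adjusted p = 0.462, with 1 member lower adjusted over the list alone with the batch term), 0.33 for regulatory T cells (0.330), -0.05 for Th1 and cytotoxic effectors (0.734), 0.22 for Th2 (0.665), 0.06 for the cell cycle (0.868), 0.20 for glycolysis (0.178), 0.09 for apoptosis and survival (0.464) and 0.24 for immediate early and heat shock genes (0.114). For Th1 the mean and the test pointed up while the median was negative, and for Th2 and the cell cycle the test pointed down while the median was positive. With the batch term the medians of Th2, apoptosis and Th1 changed sign, to -0.16, -0.04 and 0.03, and that of glycolysis was 0.11. The cell cycle mean was then negative at -0.01 beside a median of 0.10. Leaving out single libraries, with no batch term, also turned the sign of several medians. Without a replicate 4, batch 4 stays in 1 host only, which sets the batch difference against the hosts. The regulatory T cell median ran from -0.07 (without NOD replicate 2) to 0.37. That of Th2 ran from -0.34 (without NOD replicate 2) to 0.64 (without NOD replicate 4). The ranges were -0.11 to 0.14 for Th1, -0.04 to 0.15 for follicular helper cells, -0.11 to 0.21 for the cell cycle and -0.17 to 0.32 for glycolysis. The heat shock list passed at -0.92 without NOD replicate 4, 0.73 without B16A replicate 4, and 0.42 and 0.47 without NOD replicates 2 and 3. With the batch term it passed at 0.47 with batch 2 left out (adjusted p = 1.03e-06) and, in the other direction, at -0.14 with batches 3 and 4 left out (adjusted p = 0.000173). Glycolysis passed with batch 2 left out (0.18, adjusted p = 0.0148). The apoptosis list passed at -0.37 without NOD replicate 4, 0.55 without B16A replicate 4 and 0.23 without NOD replicate 2. Foxp3, the factor of regulatory T cells, stood at 2.59 ± 1.84 and 3.35 ± 3.41 CPM.

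No marker list of the other cell types that a lymph node sort could carry passed with all 8 libraries. Camera called 0 of the 12 cell type lists without or with the batch term, as did camera with an estimated correlation and fry. At an unadjusted p under 0.05 stood 0 lists without the batch term and 1 with it, that of T cells. Adjusted over the list alone, 3 T cell markers and 1 dendritic cell marker passed as higher with the batch term. Of 13 monocyte and macrophage markers 12 were higher in NOD hosts, and in batches 1 to 3 that list had an unadjusted p of 0.0182 with the batch term and 0.00492 without it (camera, adjusted p = 0.218 and 0.0591). The medians were 0.17 for alpha-beta T cells, 0.30 for B cells, -0.28 for plasma cells, 0.38 for monocytes and macrophages, 0.18 for dendritic cells, -0.43 for neutrophils, 0.25 for NK cells, -0.13 for CD8 T cells, 0.20 for gamma-delta and innate-like T cells, 0.15 for erythroid cells, 0.22 for platelets and 0.29 for stroma and endothelium (adjusted p from 0.437 to 0.938). The neutrophil and plasma cell lists rest on 2 tested members each, and the erythroid and platelet lists on 1. The test pointed down for erythroid cells beside a positive median, and for stroma with the batch term (median 0.13). With the batch term the medians of T cells, erythroid cells and neutrophils were 0.06, -0.30 and -0.86. In batches 1 to 3 with that term the T cell median was -0.02. Cd74, the invariant chain of antigen-presenting cells, stood at 80.7 ± 35.1 CPM in NOD and 61.3 ± 23.3 CPM in B16A hosts, and Ighm, the constant gene of immunoglobulin M, at 660 ± 408 and 539 ± 92.1 CPM. Ccr9, a homing receptor for the small intestine that plasmacytoid dendritic cells and some T cells carry, stood at 67.0 ± 9.89 and 43.7 ± 12.8 CPM, with within-batch log2 ratios of 0.30, 0.57, 0.81 and 0.91, and did not pass (edgeR, adjusted p = 0.9999; 0.683 with the batch term). Without NOD replicate 4 the monocyte and dendritic lists passed (medians 0.68 and 0.55), a fit in which only the B16A group keeps a batch 4 library. Without NOD replicate 2 or B16A replicate 4 the T cell list passed (0.46 and 0.86), as it did with batch 2 left out and the batch term (0.17).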

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

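Each value here was picked out because, among the 4 libraries of 1 host, a library lay far from the other 3: its gap to the nearest one, as a share of the group's range, exceeded the 95% critical value of Dixon's ratio. Of 126 groups examined 24 did, where chance alone would give about 1 in 20 (5%), and in 21 of the 24 the distant library was that of batch 4. Among the tests described in this part, those on the interferon list, that on length and GC and that on depth were chosen after the results were seen, and the bounds for the ribosomal list, the protein-coding share and the monocyte and dendritic markers were revised, the last more than once, after their values were seen.

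The batch 4 library of NOD hosts was highest in total counts (share 0.947), lowest in detected genes (0.903) and lowest in the share of the 10 most abundant genes (0.940), and that of B16A hosts was highest in total counts (0.985) and lowest in the share of the 10 most abundant genes (0.851). In NOD hosts it was also highest in the scores of glycolysis (0.863), cholesterol synthesis (0.890) and apoptosis genes (0.852) and lowest in monocyte and macrophage markers (0.903). In B16A hosts it was highest in the scores of naive T cell genes (0.848), alpha-beta T cell genes (0.880) and plasma cell markers (0.861), and lowest in Th2 genes (0.844) and in monocyte and macrophage (0.945), dendritic cell (0.852), erythroid (0.885) and stromal markers (0.930). Among single genes the NOD library of batch 4 was highest in Xpnpep1 (0.845) and lowest in AI606181 (0.878), Cd8a (0.909) and Foxp3 (0.868). The NOD library of batch 2 was highest in the anergy score (0.841) and in Pdcd1 (0.871), and that of batch 1 was lowest in the CD8 T cell score (0.930).

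The first pattern is that batch 4 stood apart from batches 1 to 3 in both hosts. Depth cannot explain it: with all libraries thinned to an equal number of counts, the batch 4 libraries detected 15825 and 16324 genes against 28251 to 31437 in the other 6. A loss of RNA without a poly(A) tail cannot be told from other differences, since snRNA, snoRNA and scaRNA genes were lower in batch 4 by a median log2 value of -1.98 relative to all genes while replication-dependent histone genes, at -0.84 with 12 of 20 lower, did not reach the 1 log2 unit set for them. The lincRNA and antisense genes, many of which carry such a tail, were lower by nearly as much (-1.82, 640 of 819 lower). This argues against a loss confined to RNA without a tail. The ribosomal RNA RN18S-RS5 took 2.93% to 7.37% of counts in batches 1 to 3, and 0.0704% and 0.185% in batch 4. For mt-Rnr1 the shares were 3.4% to 7.23%, and 0.17% and 0.278%. For mt-Rnr2 they were 1.74% to 3.65%, and 1.44% and 2.29%. The falls of RN18S-RS5, mt-Rnr1 and Rn7sk go with a loss of RNA without a tail as a part of the difference, while mt-Rnr2 changed less. The labels give both host groups and all batches the same protocol, so a different library preparation, cell input or state of the cells, such as the high Cd69, stays open, and no biological explanation was tested.

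The second pattern is the lower interferon list in NOD hosts. The lower list was not confined to the batch of B16A replicate 3. In batch 2 the median log2 ratio was -0.75, below the range of -0.30 to 0.16 that holds 95% of 10000 random lists matched on expression. Batches 1 and 4 lay within theirs. Each batch holds 1 library of each host, so these ranges measure the spread over genes and not between libraries. The list's members also move together, so the ranges are likely too narrow. The estimated correlation was 0.50 without the batch term, 0.69 with it and 0.94 with it in batches 1 to 3. Whether the batch 2 shift exceeds the spread between libraries therefore cannot be told. Length and GC bias does not account for the lower list, as the median with the batch term was -0.55 after both trends were removed (-0.54 before). Fewer monocytes, macrophages or dendritic cells in the NOD sorts would have to lower their markers as far as the interferon list, but the mean log2 ratio of 23 markers was 0.34 over batches 2 and 3, 0.60 in batch 2 (SD over markers 0.63) and 0.07 in batch 3 (SD 0.60), and the most abundant, Cd74, Ccr9, H2-Aa and H2-Eb1, were higher in NOD hosts in both batches. Bst2 and Ccr2, which other lists share, were left out of the 23 (mean 0.27 with them), and a different state of such cells stays open. With all members, the dendritic list had a mean log2 ratio of -0.25 in batch 3 and the monocyte and macrophage list 0.24. The interferon list had -2.06 there. Some T cells also carry Ccr9, and Cd74 marks antigen-presenting cells at large, so these single genes are not specific. A host effect remains a hypothesis, one that batches 1 and 4 do not show, and differences in interferon exposure between single hosts or cages may give the same pattern and were not tested.

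The third pattern is the higher ribosomal protein list in NOD hosts, which may belong to a wider shift. Short protein-coding genes outside the list and of like expression (510 genes no longer than the list's median of 1840 bases) had a median log2 fold change of 0.19 with the batch term, 74.1% of them above 0, against 0.27 for the list. Length and GC bias, as far as the correction removes it, is not the whole cause: with both trends removed the list kept a median of 0.22 (camera adjusted p = 1.47e-08), while the matched short genes moved to 0.14, so a shift of short genes that the correction leaves stays open. That p rests on the preset correlation. Before the correction the list did not pass with an estimated one (camera with the batch term, adjusted p = 0.544). A larger share of counts on protein-coding genes is not the whole cause, since in batches 1 and 3 that share was lower in the NOD library (log2 ratios -0.02 and -0.03) while the list's median log2 ratio was 0.22 and 0.63 (standard errors over members 0.06 and 0.06). A host effect on translation genes stays open and was not tested separately.

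Other groupings of the libraries were compared with the real one. Without a batch term, the real split called 0 genes and 0 marker lists, counts that every split must reach, so the 35 of 35 splits of the 8 libraries into 4 and 4 that did so decide nothing (highest other, 1 gene and 5 marker lists). For the function lists 24 of 35 splits gave at least the real count of 4 (highest other, 8), so chance is not excluded for that count. Of the 8 splits that part every batch pair, 3 gave at least 4 lists. With the batch term, the real split had the most genes at an unadjusted p under 0.05 (1 of 8 splits; 857, highest other 827). It did not have the most function lists, with 5 against 8 in the split that exchanges the hosts in batch 4 and 6 in that which exchanges them in batches 3 and 4. DESeq2 with the batch term called 27 genes, with 31 in the split that exchanges the hosts in batch 4 alone (2 of 8 splits gave as many). In batches 1 to 3 the real split called 32 genes and the highest of the others 1 (1 of 4 splits). With the batch term the interferon list's median was -0.54 in the real split, which was not the largest in size. It was -0.60 with the hosts exchanged in batch 4 and 0.62 with them exchanged in batches 2 and 3. In batches 1 to 3 it was -0.75, beside 0.73 with the hosts exchanged in batches 2 and 3. Splits of 8 and of 4 are too few for a share under 0.05.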

How the results depend on the processing

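The batch term was set before the data were examined; the left-out batches, the length and GC correction and limma voom with the batch term were chosen after the data were seen. Over all 4 batches, edgeR without a batch term called 0% of the simulated 2-fold and 4-fold genes. Repeated counts of 0 without that term therefore say little about stability. With no batch term the count of called genes was 0 higher and 0 lower under the other normalizations, filters and tools and without any single library. It changed with DESeq2 and the batch term (replicate block) to 23 higher and 4 lower, with limma voom and the batch term to 6 and 1, with batch 4 left out and the batch term to 25 and 7, with length and GC correction added to 34 and 17, and with batches 3 and 4 left out to 1 and 1. With the batch term edgeR called 0 and 0, also with batch 1, 2 or 3 left out or with length and GC correction alone. The 4 function lists became 1 without a filter on low counts, 7 with batch 2 left out and the batch term, 0 with an estimated correlation and 0 by fry, and ran from 1 to 6 without single libraries. The 0 marker lists became 1 with batch 2 left out and the batch term, and ran from 0 to 2 without single libraries. Without single libraries, list medians (log2) ran from -0.86 to 1.42 for oxidative phosphorylation, -0.74 to 1.15 for ribosomal proteins (with -0.02 without B16A replicate 2), 0.000769 to 0.34 for cholesterol synthesis, -0.37 to 0.55 for apoptosis and -0.92 to 0.73 for handling stress. The lowest values came without NOD replicate 4 and the highest without B16A replicate 4. Either fit leaves batch 4 in 1 host only and by that construction sets the batch difference against the hosts. With batches 3 and 4 left out and the batch term, cholesterol synthesis stood at -0.0559 and handling stress at -0.14, where it passed; the cause was not tested. The interferon list kept its direction and its call in every edgeR setting with the preset correlation. The 20 genes named by the rule kept their sign in 498 of 498 comparisons, which says little because the rule required 1 direction in every batch. Changes of calls with the batch term are given beside the results. Depth limits the shallow libraries of batches 1 to 3, where 3 counts are 0.457 to 0.561 CPM.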

Other observations

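Among genes that the report leaves out, DESeq2 with the batch term called further single genes of mixed function, seen only with that tool and chosen here after their values were seen. Psmc3, a proteasome ATPase gene, had a log2 fold change of 0.61 with a standard error of 0.16 (DESeq2, adjusted p = 0.0282) and within-batch log2 ratios of 0.27, 0.71, 0.56 and 0.85. Atp6v1f, a subunit of the vacuolar proton pump, had 0.60 with a standard error of 0.17 (adjusted p = 0.0496) and ratios of 0.78, 0.65, 0.57 and 0.37, and Chmp1a, of the ESCRT machinery, had 0.87 with a standard error of 0.22 (adjusted p = 0.0200). Zdhhc8, a palmitoyltransferase, had -0.73 with a standard error of 0.19 (adjusted p = 0.0323) and was lower in the NOD library in each of 4 batches. Adjusted p values for 11044 genes were left out by DESeq2's own filter in this fit.

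Fold changes were weakly related to transcript length in the fit with the batch term, and not evenly. Across 13680 genes, which are not independent replicates, Spearman's rho between the log2 fold change and the length was -0.11, and it was -0.06 in batches 1 to 3 across 14690 genes. Genes under 1 kb had a median log2 fold change of 0.07, genes of 1 to 2 kb one of 0.09 and genes over 8 kb one of -0.05. Within batch 2 the median log2 ratio of genes over 8 kb was 0.05, and within batch 4 that of genes under 1 kb was 0.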
